# Immune Responses Induced at One Hour Post Cataract Surgery Wounding of the Chick Lens

**DOI:** 10.3390/biom13111615

**Published:** 2023-11-04

**Authors:** JodiRae DeDreu, Morgan D. Basta, Janice L. Walker, A. Sue Menko

**Keywords:** immune, lens, resident immune cell, injury, wounding, immune response

## Abstract

While the lens is an avascular tissue with an immune-privileged status, studies have now revealed that there are immune responses specifically linked to the lens. The response to lens injury, such as following cataract surgery, has been shown to involve the activation of the resident immune cell population of the lens and the induction of immunomodulatory factors by the wounded epithelium. However, there has been limited investigation into the immediate response of the lens to wounding, particularly those induced factors that are intrinsic to the lens and its associated resident immune cells. Using an established chick embryo ex vivo cataract surgery model has made it possible to determine the early immune responses of this tissue to injury, including its resident immune cells, through a transcriptome analysis. RNA-seq studies were performed to determine the gene expression profile at 1 h post wounding compared to time 0. The results provided evidence that, as occurs in other tissues, the resident immune cells of the lens rapidly acquired a molecular signature consistent with their activation. These studies also identified the expression of many inflammatory factors by the injured lens that are associated with both the induction and regulation of the immune response.

## 1. Introduction

The lens is an avascular tissue with an immune-privileged status [1,2,3], which has resulted in a paucity of studies regarding its immune response when pathogenic insults occur in other regions of the eye or to the wounding of this tissue during cataract surgery. However, it has become clear that, despite its avascularity, there are immune responses specifically involving and targeting the lens [4,5,6,7,8,9,10]. One of the earliest findings of immune cells becoming associated with the lens was in the context of lens dysgenesis in an N-cadherin lens-specific knockout that results in cataract-like lens opacities [4]. In studies with this mouse knockout model, it was discovered that a diverse population of immune cells, including macrophages, T cells, and B cells, are recruited to the lens from its surrounding microenvironment [4]. This finding initiated further investigations into how these innate and adaptive immune responses are recruited to a dysgenic or injured lens.

It is well known that most tissues, including other sites of immune privilege, harbor a population of resident immune cells [11,12,13,14], which typically exhibit properties of dendritic Antigen Presenting Cells (APCs) [15,16,17]. Tissue resident immune cells, which can be sourced from either the yolk sac or the bone marrow, first become positioned within their host tissues during development [18]. This immune cell population adapts to its environment, where it can be maintained into adulthood even without replenishment from the bone marrow [15,16]. Known as the sentinels of danger and injury, resident immune cells are among the first responders to tissue wounding or damage [19,20,21], and have been linked to the activation of both innate and adaptive immune responses [22]. Indeed, like other tissues, the lens becomes populated by resident immune cells during its development [5,23]. It was shown that resident immune cells are a property of lenses across species and that they are maintained into adulthood [5]. A primary source of the lens resident immune cells is the vasculature-rich ciliary body [23]. They access the avascular lens by migrating across the ciliary zonules, fibrils with a fibrillin backbone that extend from the ciliary body to the lens equator where these immune cells migrate across the extracellular matrix-rich lens capsule [5,23]. The lens resident immune cells establish niches amongst the cells of the lens equatorial epithelium, interdigitating with and extending MHCII-rich dendritic process around their neighboring lens epithelial cells [5].

In studies with our established chick embryo ex vivo cataract surgery model we found that the lens resident immune cells are rapidly induced to emerge from their niches among the lens epithelial cells and migrate to the wound site created by the removal of the lens fiber cell mass [5]. In this model, the lens is removed from the eye prior to the surgical injury and the wound response of the lens resident immune cells is followed in explant culture. Immunolocalization studies performed at 1 h post cataract surgery revealed that, in addition to their expression of common immune cell molecules like CD45 and CD18/β2 integrin, the resident immune cells at the wound edge express MHCII and the TLR4 co-receptor CD14, both consistent with an activated APC phenotype [5]. 

Common to both wounded epithelia and their resident immune cells is the upregulation and secretion of cytokines [24,25,26], pivotal factors in the regulation of a tissue’s immune response. Consistent with this canonical wound response, an RNA-seq study performed at 24 h post mouse cataract surgery found there is a significant increase in pro-inflammatory cytokine expression compared to wounding of the contralateral lens just prior to sacrifice [9]. The cytokines induced are consistent with a role in the activation of an innate immune response, with cytokine expression preceding the detection of neutrophils with the post-cataract surgery lens tissue [9]. The upregulation of pro-inflammatory cytokines was also detected in studies performed at 6 h post mouse cataract surgery [27].

Many factors, including cytokines, contribute to the activation of tissue resident immune cells [28], a phenotype characterized by changes in cell morphology and a molecular signature that can include the expression and/or upregulation of molecules like CD83, CD86, CD80, and MHCII [22,29,30,31]. Since the resident immune cells of the lens are rapidly activated to populate the wound edge in response to a cataract-surgery-induced injury to the lens epithelium [5], we now performed an RNA-seq analysis to compare the gene expression profile at 1 h post wounding to that at time 0. As this study was performed using our established chick embryo ex vivo cataract surgery model [32], this RNA-seq analysis allowed us to focus specifically on the injured lens epithelium and its associated resident immune cell population in the absence of any contribution from other regions of the eye. The results revealed that the lens resident immune cells rapidly acquired an “activated” molecular signature and identified inflammatory factors whose expression may play important roles in both resident immune cell activation and in the induction of an immune response to lens injury.

## 2. Materials and Methods

Ex vivo cataract surgery chick model. Whole lenses are removed from embryonic chicks at day 14 (Figure 1A(a)). An opening is made in the anterior region of the lens by removing the central lens epithelium. The lens fiber cells, which are weakly attached to their underlying basement membrane capsule, are removed via hydroelution. This approach leaves behind the lens capsule, its attached lens equatorial epithelial cells, and associated lens resident immune cells (Figure 1A(b)) [5]. These post-cataract surgery explants were examined by RNAseq either at the time of wounding (time 0), or at 1 h post-wounding. For the 1 h time point, the wounded lens explant was flattened, capsule side down, on a tissue culture substrate after making incisions into the lens equatorial epithelium. In this star-shaped explant, the wound edge is located at the site where the equatorial epithelium meets the region of the posterior lens capsule from which the fiber cells were removed (Figure 1A(c)). The wounded lens explants were cultured for 1 h in complete media (M199 (Gibco 11150-059) containing 10% FBS (Gibco A31605-01), 1% L-Glut (Corning 25-005-CI), and 1% Pen-Strep (Corning 30-002-CI)) at 37 °C with 5% CO_2_. 

RNA-Seq and Bioinformatics Analysis. For this study, 6 tissue explants were collected at each of the two time points, directly after wounding (time zero (T0)), and at 1 h post wounding. Three individual experimental samples of 6 explants per time point were sent to Novogene for RNA sequencing using an Illumina platform. Novogene provided RNAseq results and analysis including differential gene expression (DEGs), log2fold change, pvalue, adjusted pvalue (padj), and bioinformatics analysis, including gene ontology (GO).

qRT-PCR Total RNA was isolated at time 0 after mock cataract surgery and 1 h post wounding from the ex vivo post-cataract-surgery cultures using Qiagen RNeasy Mini Kit (74004, Qiagen, Germantown, MD, USA). RT-qPCR was performed on a QuantStudio™ 5 System using 2X Power SYBER green PCR master mix (4309155, Thermo Fisher, Waltham, MA, USA). PCR analyses were conducted in triplicate or quadruplicate for each sample. The sequences for the primers include the following genes in chicken (gallus gallus): *CTGF* forward primer 5′ AAGACACTTACGGCCCAGAC 3′, and reverse primer 5′ TTGGAGCAAGCACTCCACTC 3′, *Jun* forward primer 5′ AACTCAGAGCTGGCATCCAC 3′, and reverse primer 5′ TTAGCATTAGCTGGCACCCG 3′, and *GAPDH* forward 5′ ATTTGGCCGTATTGGCCGCC 3′, and reverse 5′ AGTGCCCTTGAAGTGTCCGTGT 3′. Gene expression changes were calculated using the 2-∆∆CT method and *GAPDH* was used as an internal control.

DEGs, GO Pathway Enrichment Analysis, and Statistical Analysis. Adjusted p-values (padj) based on the Benjamini and Hochberg method were provided by Novogene. Genes were considered differentially expressed (DEGs) based on their calculated padj. A volcano plot was created from the DEGs (both upregulated and downregulated) based on the padj values provided by Novogene after determining their significance (−Log10) using Excel. GO bioinformatic analysis was provided by Novogene, and the significance (−Log10) of these pathways was calculated from their padj using Excel prior to graphing the results. Analysis of individual molecules upregulated at 1 h post wounding was also determined by calculating the significance (−Log10) from the padj prior to graphing. For upregulated molecules that are linked to the activation of resident immune cells, the fold increase was graphed using the log2fold increase data provided in the bioinformatics analysis from Novogene. Prism version 9 was used to create the graphs presented in these studies. Cytoscape_v3.9.1 software was used to determine the protein–protein interactions (PPI) between different groups of DEGs of interest with a *p*-value < 0.05 [33]. 

Immunofluorescence labeling. Ex vivo wounded lens explants were cultured for 1 h or 4 h and fixed in 4% para-formaldehyde for 15 min before immunolabeling. Samples were permeabilized (0.25% TritonX100 in PBS) for 30 min at room temperature, blocked with 5% goat or donkey serum in PBS for 30 min at room temperature, incubated in primary antibody diluted in 0.1% Tween20 in PBS for 3 h 37 °C, washed with PBS, and then incubated in secondary antibody diluted in 0.1% Tween20 in PBS for 30 min at 37 °C. Samples were washed with PBS before mounting with ProLong Diamond Antifade Mountant (Invitrogen P36970). The primary antibodies used for these studies included S100A4 (DSHB CPTC-S100A4-1; dilution 1:10), CD44 (DSHB 1D10; dilution 1:10), and Beta2 integrin (SantaCruz sc-6623; dilution 1:100).

## 3. Results

### 3.1. RNA-Seq Analysis Reveals That Lens Wounding Rapidly Induces an Extensive Immune Response

The immediate response of lens resident immune cells to wounding, and of the epithelium in which they reside, was examined in this study with our established chick embryo ex vivo cataract surgery model (Figure 1A). To create this clinically relevant injury model, the lens is removed from the eye before cataract surgery is performed ex vivo using an established procedure that involves extraction of the differentiated fiber cell mass [34]. The wounded lens epithelium, together with its associated, injury-activated resident immune cells, remain linked to the basement membrane capsule that surrounds the lens [35,36]. The immediate immune responses to this injury were investigated at the transcriptome level using RNA-seq analysis, comparing the transcripts induced at 1 h after placing the wounded explants in culture to those expressed at the time of wounding (T0) (Figure 1). 

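RNA of wounded lens explants from chick embryos at embryonic day 14 was sequenced in 3 samples at time 0 and 3 samples at 1 h post wounding, each sample being a pool of 6 explants. An explant here is the lens capsule with its attached equatorial epithelium and resident immune cells, after removal of the fiber cell mass. The sequencing was performed by Novogene on an Illumina platform, and the paper's text names no aligner, counting program or genome build. The authors deposited 1 table with the number of reads counted on each of 17262 genes in each library, without normalization, next to their own fold changes and p-values. The counts per library summed to 13733581, 15029343 and 14829916 for replicates 1, 2 and 3 at time 0, and to 15386104, 15867896 and 17673955 at 1 h. A count of 3 in a library corresponded to between 0.175 and 0.221 CPM, and this floor covers counting error only. From the counts, genes with enough reads for a test were selected with edgeR's filterByExpr, which kept 12391 genes. Libraries were scaled by edgeR's TMM method, with factors between 0.969 and 1.03, and the time points were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 are referred to as significantly changed. Genes whose 3 libraries of a time point all had 3 counts or fewer are given a lower bound of their fold change, computed against 3 counts. Normalized counts are given as CPM, TMM-normalized, with means ± SD over 3 libraries. The filter removes genes counted in few reads, and the scaling sets which small changes count as increases or decreases. By the paper's methods, the 1 h explants were also cultured for 1 h in medium with serum and the time 0 explants were collected directly after wounding, so the time after wounding and culture coincide in this comparison. The deposited sample descriptions repeat the culture text for both time points, and the paper's account was followed here.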

The volcano plot in Figure 1B shows that of the 4991 differentially expressed genes (DEGs), 2137 were downregulated (blue) and 2854 were upregulated (red) at 1 h post wounding.

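In the counts, 3938 of the 12391 genes tested differed significantly between 1 h and time 0 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2450 of them higher and 1488 lower at 1 h. At an unadjusted p under 0.05 the same test gave 5301 genes, 3000 higher and 2301 lower. Requiring an absolute log2 fold change of at least 1 as well left 896 genes, 800 higher and 96 lower. The split between higher and lower genes moved with the scaling. With TMM, 62.2% of the significant genes were higher at 1 h and the median log2 fold change of all genes tested was -0.01. Upper-quartile normalization moved that median to -0.14 and gave 1901 higher and 3400 lower genes, and scaling by library totals gave 2201 higher and 2016 lower. Among genes with a symbol, a mean log2 CPM of at least 3 and no overlap between the libraries of the time points, the 5 largest fitted log2 fold changes were those of HBEGF, NR4A3, FOSB, EGR3 and IRF1. All 5 had 3 counts or fewer in each time 0 library, so their order and their place above genes with more counts at time 0 are uncertain. HBEGF had 0 counts in every time 0 library and 186.5 ± 40.6 CPM at 1 h, at least 915-fold higher. NR4A3 was at least 2816-fold higher and EGR3 at least 166-fold higher, a bound below the 427-fold increase of EGR1. The 5 largest decreases were those of HES5, BFSP1, RASL11A, CRYBA4 and CRYBB1. HES5 fell by 3.04 on the log2 scale (standard error 0.53, adjusted p = 0.0129 in the edgeR test), from 64.3 ± 14.0 to 7.75 ± 5.03 CPM. BFSP1, which encodes a lens fiber filament protein, fell by 2.23 (standard error 0.49, adjusted p = 0.0278 in that test), and this call was lost in 5 of the 6 fits that each left out one library. Of the others, HES5 lost its call without 1 h replicate 3, RASL11A without 1 h replicate 2 or 3, and CRYBA4 without 1 h replicate 2. CRYBA4 and CRYBB1 overlap on opposite strands of chromosome 15, and the counting is not stated to use the strand, so their counts are uncertain.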

The top 50 upregulated DEGs are listed in order of their significance (−Log10) (Table 1; with original data provided in Supplemental File S1). They included *CTGF*, a matricellular protein involved in wound repair [37], and the transcription factors *IRF8*, *JUN*, and *STAT3* that regulate myeloid cell differentiation, cytokine production, and cytokine signaling, respectively [38,39,40]. 

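All 50 genes of Table 1 were significantly higher at 1 h in the counts, with log2 fold changes from 1.93 to 10.3. When genes with a symbol that were higher at 1 h were ranked by their p-value in edgeR's quasi-likelihood test, 35 of the first 50 were genes of Table 1. The lowest placed gene of Table 1 was LONRF3, at rank 372 among all genes higher at 1 h. This overlap ranged from 28 genes without a filter on low counts to 50 of 50 with DESeq2's Wald test, and lay between 31 and 40 when each library was left out in turn. Table 1 was ranked on these same libraries. The 50 of 50 is no independent support, because DESeq2's Wald test gave back the −log10 adjusted p-values of Table 1, such as 200.836 for IRF8 and 188.18 for STAT3.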

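CTGF (ENSGALG00000037402, chromosome 3 from 57245588 to 57248925 in the authors' table, which names no genome build) rose from 11.3 ± 0.38 CPM at time 0 to 1408 ± 160 CPM at 1 h (SD, n = 3 libraries each). Its log2 fold change was 6.97 (standard error 0.12), and its adjusted p of 5.95e-12 was the smallest of all genes higher at 1 h in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IRF8 (ENSGALG00000005757, chromosome 11 from 17590414 to 17597150) rose from 8.68 ± 1.09 to 210.3 ± 39.6 CPM, with a log2 fold change of 4.60 (standard error 0.16, adjusted p = 2.46e-08 in the edgeR test). JUN (ENSGALG00000010870, chromosome 8 from 26714120 to 26715827) rose from 58.6 ± 0.89 to 2989 ± 747 CPM, and its log2 fold change was 5.67 (standard error 0.21, adjusted p = 4.33e-07 in the edgeR test). The increase of STAT3 (ENSGALG00000003267, chromosome 27 from 7716059 to 7727343) was smaller, from 97.3 ± 1.86 to 589.9 ± 50.3 CPM, with a log2 fold change of 2.60 (standard error 0.08), but its libraries differed less, and its adjusted p of 5.65e-10 in the edgeR test placed it at rank 20 against rank 93 for IRF8 and 203 for JUN. With each library left out in turn, the log2 fold change stayed between 6.85 and 7.00 for CTGF, 4.44 and 4.72 for IRF8, 5.51 and 5.85 for JUN, and 2.53 and 2.65 for STAT3.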

*JUN* is a classic immediate early gene responsive to many cellular stimuli. qRT-PCR performed at the time of wounding and at 1 h post wounding for *CTGF* and *JUN* showed that these early response genes were rapidly upregulated in response to lens wounding (Figure 1C), confirming the RNA-seq results (Table 1).

Gene ontology (GO) analysis revealed the biological processes that were significantly enriched at 1 h post wounding. Of a total of 877 upregulated GO processes that were identified, 48 were linked to the immune response (Figure 2). These pathways fell into four separate groups that highlight the extensive impact of lens wounding on induction of an immune response (Figure 3). They include pathways involved in leukocyte/myeloid regulation (Figure 3A), T-cell induction/regulation (Figure 3B), the innate immune response (Figure 3C), and induction/regulation of cytokines (Figure 3D). 

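Figure 4 lists 338 entries for 337 distinct gene symbols, STAT2 being listed in 2 regions. All 337 symbols were found among the genes of the count table, and 320 had enough reads to be tested. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 299 of them were significantly higher at 1 h post wounding and none was lower, 0 also at an unadjusted p under 0.05. Adjusted over the list alone, 318 were higher, which is not independent evidence, since the list was chosen by the study on these same libraries. The median log2 fold change of the genes tested was 0.87, and 143 had a log2 fold change of at least 1 together with an adjusted p under 0.05. The 21 tested genes without a significant change included CD38, CXCR4, HIF1A, IL1RAP and JAK1, and the 17 genes with too few reads for the test included CD86, IL8L1 and TLR4. The number of significant genes lay between 259 and 286 when each library was left out in turn, fell to 237 with the gene length correction, which also shifted the scaling, was 283 with its centred form, which keeps the scaling and was chosen after seeing the data, and was 288 with DESeq2's Wald test. No GO annotation was used here, so the enrichment of the GO processes themselves was not analysed here.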

Figure 4 shows the specific genes induced at 1 h post lens wounding that were linked to leukocyte, T cell, cytokine, or immune response pathways, and those induced genes that function in two or more of these pathways. For example, induction of the messenger RNA for Janus kinase 1 (*JAK1*) is uniquely associated with cytokine signaling [41].

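JAK1 (ENSGALG00000011031, chromosome 8 from 28552333 to 28603383) had 90.9 ± 0.21 CPM at time 0 and 103.1 ± 3.36 CPM at 1 h (SD, n = 3 libraries each). Each 1 h library lay above each time 0 library, but the log2 fold change of 0.18 (standard error 0.07) did not reach the threshold, with an adjusted p of 0.0550 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an unadjusted p of 0.0181. Over the alternatives the adjusted p ranged from 0.0550 to 0.805, and with the gene length correction the log2 fold change was -0.027.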

### 3.2. Resident Immune Cells of the Lens Are Rapidly Activated in Response to Wounding

Resident immune cells are known as a tissue’s immediate responders to injury, often a dendritic immune cell type that functions as Antigen Presenting Cells (APCs) [15,16,17]. We previously discovered that the lens, despite its property of being an avascular tissue, becomes populated by resident immune cells during development that comprises about 3% of the total cell population of this tissue [5,42]. The lens resident immune cells exhibit a dendritic morphology, and are interdigitated among the cells of the lens epithelium [5]. The RNA-seq revealed that there was a Log2fold increase in *CD83* and CD86 at 1 h post-lens wounding (Figure 5A). Both of these molecules are considered to belong to the molecular signature of activated APCs [43], thereby providing direct evidence that the resident immune cell subpopulation of the lens was rapidly activated in response to cataract surgery injury. 

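CD83 (ENSGALG00000046032, chromosome 2 from 60692920 to 60705622) had 1, 0 and 0 counts in time 0 replicates 1, 2 and 3 and 34, 39 and 50 counts in the 1 h replicates, at least 12.5-fold higher (adjusted p = 1.38e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ranged from 1.49e-07 to 0.000211 over the alternatives, which include leaving out each library. CD86 (ENSGALG00000014362, chromosome 1 from 77307980 to 77318936) had 0 counts in every time 0 library and 5, 2 and 4 counts at 1 h, too few for the test after the filter. Against the floor of 3 counts it was at least 1.12-fold higher. Without 1 h replicate 1 its mean at 1 h was 0.181 CPM, below the floor of 0.194 to 0.221 CPM of the time 0 libraries. The lower bound then shows no rise. In the edgeR fit without a filter its adjusted p was 0.0432, and DESeq2's Wald test gave it no adjusted p. Even at 1 h, CD86 was covered by fewer reads than CD83, with 0.229 ± 0.099 against 2.54 ± 0.35 CPM (SD, n = 3 libraries each).

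**Figure D1:**
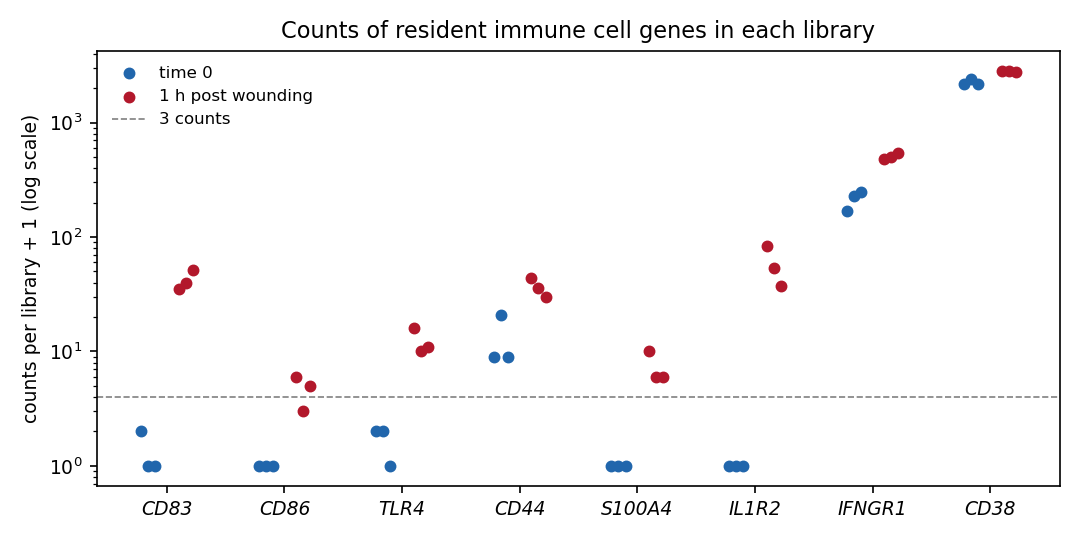
Counts per library plus 1, on a log scale, of the 7 genes of Figure 5 and of CD38, with each point standing for 1 of the 3 libraries at time 0 or at 1 h and the dashed line marking 3 counts. CD83 lies between 34 and 50 counts at 1 h and at 1 count or fewer at time 0, while CD86 does not exceed 5 counts in any library.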

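Of 21 general immune cell markers found in the counts, 6 had enough reads for the test and none of these changed significantly in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, nor did any at an unadjusted p under 0.05 (0 of 6), and 3 of the 6 had a negative log2 fold change. Under the alternatives, 1 marker was significantly lower with upper-quartile normalization, without time 0 replicate 2 or without time 0 replicate 3, and 2 were with the replicate block and gene length correction together. PTPRC, which encodes CD45, had 12, 20 and 8 counts at time 0 and 35, 16 and 18 counts at 1 h. From the rise of CD83 and CD86, both described as part of the molecular signature of activated antigen presenting cells, the paper concludes that the resident immune cells of the lens were rapidly activated by the injury.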

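Among the other genes of Figure 5, IFNGR1 (ENSGALG00000013865, chromosome 3 from 54895190 to 54914161) was the most abundant, with 14.4 ± 1.82 CPM at time 0 and 31.7 ± 0.36 CPM at 1 h (SD, n = 3 libraries each), a log2 fold change of 1.13 (standard error 0.11, adjusted p = 9.05e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1R2 (ENSGALG00000046326, chromosome 1 from 135054624 to 135066732) had 0 counts in every time 0 library and 82, 53 and 36 counts at 1 h, at least 17.7-fold higher (adjusted p = 8.05e-05 in the edgeR test). TLR4 (ENSGALG00000007001, chromosome 17 from 3938812 to 3944462) had 1, 1 and 0 counts at time 0 and 15, 9 and 10 counts at 1 h, at least 3.49-fold higher. TLR4 had too few reads for the test after the filter, and in the edgeR fit without a filter its adjusted p was 0.00387. DESeq2's Wald test gave it an adjusted p of 0.0129.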

Other genes characteristic of an activated immune cell phenotype that were induced at 1 h post injury included *CD44* (a cell adhesion molecule whose functions include immune cell migration and antigen presentation) [44], *TLR4* (Toll-like receptor 4, whose activation can lead to the production of inflammatory cytokines) [45], *S100A4* (which mediates macrophage recruitment and chemotaxis) [46], *IL-1R2* (a decoy receptor for IL-1 that is expressed by immune cells) [47], and *IFNGR1* (a component of IFNGR expressed by macrophages and whose ligand binding induces JAK/STAT signaling) [48] (Figure 5A). The significance of the increase in expression of each of these immune cell molecules is shown based on their significance (−Log10), which was calculated from their adjusted *p* values (Figure 5B). The complex network of interactions between the molecules induced in lens resident immune cells in response to wounding are highlighted in the interactome shown in Figure 4C, created using Cytoscape software [33]. In addition to these molecules, high levels of the messenger RNA for *CD38*, a surface glycoprotein expressed by immune cells [49,50], were also expressed at 1 h post injury but at similar levels to its expression at T0. 

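CD38 (ENSGALG00000014508, chromosome 4 from 76602399 to 76622926) had 2161, 2425 and 2156 counts in the time 0 libraries and 2843, 2848 and 2741 counts at 1 h. Its mean of all 6 libraries lay at the 93.1 percentile of the genes tested. The level was 152.5 ± 9.77 CPM at time 0 and 175.9 ± 13.7 CPM at 1 h (SD, n = 3 libraries each), and the log2 fold change of 0.21 (standard error 0.08) was not significant, with an adjusted p of 0.0709 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 0.0541 to 0.560.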

Our previous studies show that among the characteristics of the resident immune cells of the lens induced to rapidly migrate to the wound edge of the epithelium following ex vivo chick embryo lens cataract surgery specifically express the immune cell molecules CD45, CD18/β2 integrin, the TLR4 co-receptor CD14, and CD44 [5]. CD44 is a cell surface receptor that mediates immune cell migration and also plays a role in antigen presentation [44]. Studies with a mouse model of lens epithelial cell injury also found that CD44 was induced [51]. We now show for the first time that both messenger RNA (Figure 5A) and protein (Figure 6A) for CD44 were induced rapidly, within 1 h post wounding (Figure 6A(a–c)). 

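For the messenger RNA of CD44 (ENSGALG00000039080, chromosome 5 from 19191268 to 19248208), 8, 20 and 8 counts were found at time 0 and 43, 35 and 29 counts at 1 h. The log2 fold change was 1.46 (standard error 0.40, adjusted p = 0.0157 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p rose above 0.05 when time 0 replicate 1, time 0 replicate 3 or 1 h replicate 1 was left out (0.0602, 0.0672 and 0.0545 in the same edgeR test), with log2 fold changes of 1.29, 1.22 and 1.25. Without time 0 replicate 2, the library with the most CD44 counts at time 0, the log2 fold change was 1.99.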

The immunolocalization analyses also revealed that CD44 was expressed exclusively by the resident immune cells at the wound edge, and not by the wounded lens epithelial cells (Figure 6A–C). Studies performed at 4 h post wounding showed that CD44 was highly expressed by both resident immune cells that had populated the wound edge and by resident immune cells that had remained in their original niches interspersed amongst the cells of the lens epithelium (Figure 6B(a-d),C(a–d)). Both these resident immune cell populations also expressed high levels of S100A4 (Figure 6Da–d,Ea–c), a molecule whose messenger RNA was rapidly induced within one hour of lens wounding (Figure 5A), which functions in macrophage recruitment and chemotaxis [46]. 

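The messenger RNA of S100A4 (ENSGALG00000026613, chromosome 25 from 3309972 to 3310726) had 0 counts in every time 0 library and 9, 5 and 5 counts at 1 h, at least 1.96-fold higher. These are too few reads for the test after the filter. In the edgeR fit without a filter the adjusted p was 0.00946, and DESeq2's Wald test gave 0.0142. At 1 h this corresponded to 0.400 ± 0.163 CPM (SD, n = 3 libraries), so that at time 0 a level below the floor of 3 counts was not detectable at this depth.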

S100A4 was not detected in the cells of the wounded lens epithelium, a result consistent with previous studies showing a lack of S100A4 expression by lens epithelial cells [52]. Co-immunolabeling for S100A4 and CD18/β2 integrin provided additional confirmation that the S100A4+ cells activated in response to lens wounding have an immune cell phenotype (Figure 6E(d,e)).

### 3.3. RNA-Seq Analysis Shows That Transcription Factors Linked to the Immune Response Are Early Responders to Lens Wounding 

RNA-seq analysis revealed that three transcription factor families, all key regulators of the immune response, were among those most significantly induced at 1 h post lens wounding. They included multiple members of the SOCS (suppressor of cytokine signaling), IRF (interferon regulatory transcription factor), and STAT (signal transducer and activator of transcription) families of transcriptional regulators (Figure 7A). 

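By symbol, the count table holds 7 SOCS, 8 IRF and 3 STAT genes, and 17 of these 18 had enough reads for the test. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of the 17 were significantly higher at 1 h and none was lower, 0 also at an unadjusted p under 0.05. Taken as a set against all other genes tested, the families were higher at 1 h with limma's camera at a preset correlation (two-sided, p = 2.74e-08, adjusted p = 1.78e-07 over 13 sets tested), with fry (p = 7.27e-07) and with camera's estimated correlation (p = 0.00391). Taken singly, each of the 3 families was higher with camera at the preset correlation (adjusted p under 0.05) and with fry, while with the estimated correlation only the IRF family stayed under 0.05 (p = 0.0129). The paper singled out these families for their induction in these same libraries, so the set tests are not independent evidence.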

The induced SOCS transcription factors included *SOCS1*, *SOCS3*, *SOCS4*, *SOCS5*, and *SOCS7*. These factors have known functions in pathways that are involved in the attenuation of cytokine signaling and in the determination of macrophage/dendritic cell fate [53,54]. 

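SOCS3 (ENSGALG00000027786, chromosome 18 from 9837554 to 9839601) had the largest change among the genes with a SOCS symbol, from 5.09 ± 2.03 CPM at time 0 to 303.6 ± 172 CPM at 1 h (SD, n = 3 libraries each). Its log2 fold change was 5.89 (standard error 0.71, adjusted p = 0.00432 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SOCS1 (ENSGALG00000007158, chromosome 14 from 9342202 to 9344743) followed with 3.69 (standard error 0.54, adjusted p = 0.00337 in the edgeR test). For both genes 1 h replicate 1 lay below the other 1 h libraries, with 1976 counts of SOCS3 against 7410 and 5283. SOCS1 rose from 1.53 ± 0.71 to 20.1 ± 10.1 CPM. The log2 fold change was 1.24 for SOCS4, 0.60 for SOCS5 and 0.47 for SOCS7, with standard errors between 0.11 and 0.13. SOCS7 was no longer significant with the gene length correction (adjusted p = 0.0720 in the edgeR test), its adjusted p ranging from 0.00665 to 0.0761 over the alternatives. SOCS2 and SOCS6 were abundant enough for the test but changed by 0.17 and 0.10 on the log2 scale, without significance, and the sign was not stable for either. SOCS6 was below 0 with upper-quartile normalization, with the gene length correction with or without the replicate block, and without 1 h replicate 3, and SOCS2 was below 0 without 1 h replicate 2.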

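IRF1 (ENSGALG00000006785, chromosome 13 from 17591206 to 17597339) had 1, 0 and 2 counts in the time 0 libraries and 2021, 3780 and 4964 counts at 1 h, at least 1084-fold higher (adjusted p = 0.000167 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IRF4 (ENSGALG00000012830, chromosome 2 from 66457756 to 66470687) had at most 2 counts at time 0 and 43, 59 and 90 counts at 1 h, at least 19.3-fold higher (adjusted p = 1.39e-05 in the edgeR test). The log2 fold change of IRF7 (ENSGALG00000014297, chromosome 5 from 16053125 to 16056590) was 3.78 (standard error 0.31, adjusted p = 1.99e-06 in the edgeR test). IRF2 (ENSGALG00000010642, chromosome 4 from 39520122 to 39561578) started from a higher level, 30.0 ± 1.65 CPM, and reached 43.6 ± 1.48 CPM (SD, n = 3 libraries each), a log2 fold change of 0.54 (standard error 0.08, adjusted p = 0.000375 in the edgeR test). IRF10 did not change significantly, with a log2 fold change of -0.22, and IRF5 had too few reads for the test.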

The IRF family members that were upregulated within 1 h of lens wounding included *IRF1*, *IRF2*, *IRF4*, *IRF7*, and *IRF8*. This transcription factor family is linked to pathways involved in regulating innate and adaptive immune responses such as interferon expression, pro-inflammatory responses, and the differentiation of dendritic, myeloid, and T cells [55,56]. 

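STAT2 (ENSGALG00000030661, chromosome 33 from 6934615 to 6940207) changed by 0.39 on the log2 scale (standard error 0.12, adjusted p = 0.0323 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its significance depended on the processing, with adjusted p-values from 0.0162 to 0.259 over the alternatives. Its adjusted p in that test was 0.119 with upper-quartile normalization and 0.0608 with library totals, and it rose above 0.05 in 4 of the 6 fits that each left out one library.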

Three members of the STAT family, *STAT1*, *STAT2*, and *STAT3* were also induced within 1 h of lens wounding. This family of transcription factors functions in the JAK signaling pathway that is activated downstream of cytokine receptor binding [57,58]. The interactome of these transcription factors is shown in Figure 7B.

### 3.4. Gene Expression of a Specific Subset of Cytokines and Cytokine Receptors Were Induced within 1 h of Lens Injury

Cytokines, like interleukins, play crucial roles in the regulation and induction of the immune response [59]. In response to wounding, they can be expressed either by activated immune cells or by the cells of the injured tissues [60,61]. 

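A rule on gene symbols found 21 cytokine genes in the count table, of which 8 had enough reads for the test. Of these 8, 4 were significantly higher at 1 h (CCL4, IL1B, IL8 and TNFSF11) and 1, TNFSF10, was significantly lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TNFSF11 had 1, 2 and 3 counts at time 0 and 56, 51 and 57 at 1 h, at least 16.7-fold higher (adjusted p = 4.91e-06 in the edgeR test). TNFSF10 fell by 0.87 on the log2 scale (standard error 0.24, adjusted p = 0.0388 in the edgeR test), a call that was lost in the edgeR fit without a filter (adjusted p = 0.0950), without time 0 replicate 1, time 0 replicate 3 or 1 h replicate 2, and where an absolute log2 fold change of at least 1 was required. As a set the 8 genes were higher at 1 h with limma's camera at the preset correlation (two-sided, p = 0.00571, adjusted p = 0.0106 over 13 sets), with fry (p = 1.97e-05) and with an estimated correlation (p = 0.0460), and their median log2 fold change was 1.83 with the genes near 0 counts at their lower bounds. The 4 higher genes had 3 counts or fewer in each time 0 library and passed the filter on their 1 h counts. Their rise thus also decided their place in the set, which limits these set tests. With at least 10 counts in every library, 2 cytokines were left, with a median log2 fold change of -0.19. The table lists IL18 as IL-18, which the rule does not cover.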

Our RNA-seq analysis showed that gene expression for a small number of cytokines, mostly interleukins, were significantly upregulated within 1 h of lens wounding (Figure 8B). These included the cytokines *IL6*, *IL18*, and *IL1B*, and the chemokines *IL8/CXCL8*, and *CCL4*. In contrast, there were many cytokine receptors that were significantly upregulated at 1 h post lens wounding, including interleukin receptors like *IL1R2* and the receptor for interferon γ, *IFNGR1*, chemokine receptors like *CXCR4*, and a number of tumor necrosis factor receptors, including *TNFRSF1A* (Figure 8A). 

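IL-18 (ENSGALG00000007874, chromosome 24 from 6169486 to 6173722) was the only one of these genes well covered at time 0, with 14.3 ± 1.79 CPM, and reached 28.7 ± 5.35 CPM at 1 h (SD, n = 3 libraries each). Its log2 fold change was 1.00 (standard error 0.15, adjusted p = 0.000355 in the edgeR test). IL1B had 2, 0 and 2 counts at time 0 and 54, 19 and 35 counts at 1 h, at least 11.1-fold higher (adjusted p = 0.000378 in the edgeR test). IL8 and CCL4 had 0 counts in every time 0 library. At 1 h IL8 had 46, 16 and 24 counts, at least 8.87-fold higher (adjusted p = 0.000626 in the edgeR test), and CCL4 had 20, 41 and 37 counts, at least 9.95-fold higher (adjusted p = 0.000121 in the edgeR test). IL6 had 5, 2 and 0 counts at time 0 and 27, 5 and 8 counts at 1 h, and the libraries of the time points overlapped. It had too few reads for the test after the filter, and its adjusted p was 0.0669 in the edgeR fit without a filter and 0.0786 in DESeq2's Wald test. Without 1 h replicate 1 the mean of IL6 at 1 h was 0.393 CPM in place of 0.850 CPM.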

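A rule on gene symbols found 51 cytokine receptor genes in the count table, of which 27 had enough reads for the test. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 of the 27 (51.9%) were significantly higher at 1 h and none was significantly lower. At an unadjusted p under 0.05 1 receptor, IL6R, was lower. Of the 27, 6 had negative log2 fold changes. IL6R was significantly lower with upper-quartile normalization, with library totals, without a filter, with the gene length correction or without 1 h replicate 3. CSF1R was significantly lower without time 0 replicate 3, and both receptors were with the replicate block and gene length correction together. DESeq2 at an unadjusted p, chosen after seeing the values, also gave 1 lower receptor. Of the cytokines 4 of 8 were higher, but these 4 had 3 counts or fewer in each time 0 library. They passed the filter on their 1 h counts, so the comparison of the 2 shares (Fisher's exact test, odds ratio 0.93) decides nothing. In the edgeR fit without a filter, 5 of 21 cytokines and 15 of 51 receptors were higher. The receptors were higher as a set with limma's camera at the preset correlation (two-sided, p = 1.70e-05, adjusted p = 5.51e-05 over 13 sets), with fry (p = 7.86e-06) and with an estimated correlation (p = 0.00847). Of the 15 receptors of Figure 8A, 11 were significant, CXCR4 and IL1RAP were not, and TNFRSF25 and TNFRSF6B had too few reads for the test. IL13RA1 rose from 0.278 ± 0.143 to 9.03 ± 1.12 CPM (SD, n = 3 libraries each), a log2 fold change of 5.01 (standard error 0.31, adjusted p = 1.52e-07 in the edgeR test). TNFRSF1A rose from 25.3 ± 1.29 to 108.1 ± 26.1 CPM, a log2 fold change of 2.09 (standard error 0.16, adjusted p = 1.78e-05 in the edgeR test). CXCR4 had 18, 23 and 35 counts at time 0 and 49, 40 and 56 at 1 h, a log2 fold change of 0.81 (standard error 0.29, adjusted p = 0.0517 in the edgeR test), and its adjusted p ranged from 0.0317 to 0.147 over the alternatives. For IL1RAP the log2 fold change was 0.58 (standard error 0.21, adjusted p = 0.0564 in the edgeR test, from 0.0379 to 0.217 over the alternatives). IL13RA2 and TNFRSF19 were significant (adjusted p = 0.0425 and 0.0379 in the edgeR test), but each lost significance in 5 of the 6 fits that left out one library and in DESeq2's Wald test (adjusted p = 0.115 and 0.0653), with adjusted p-values up to 0.180 and 0.454 over the alternatives. TNFRSF25 had 0, 1 and 1 counts at time 0 and 20, 7 and 6 at 1 h, at least 3.44-fold higher, and without 1 h replicate 1 its mean at 1 h was 0.399 CPM in place of 0.701 CPM. TNFRSF6B had 0 counts at time 0 and 11, 4 and 23 at 1 h, at least 3.79-fold higher, and without 1 h replicate 3 its mean at 1 h was 0.487 CPM in place of 0.772 CPM. IFNAR1, TNFRSF10B and IL17RA, which Figure 8A does not list, were also significantly higher in the edgeR test, but IL17RA (log2 fold change 0.31) was not in DESeq2's Wald test (adjusted p = 0.0539), with upper-quartile normalization, with the gene length correction with or without the replicate block, or in 4 of the 6 fits that each left out one library, and not where a log2 fold change of at least 1 was required.

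**Figure D2:**
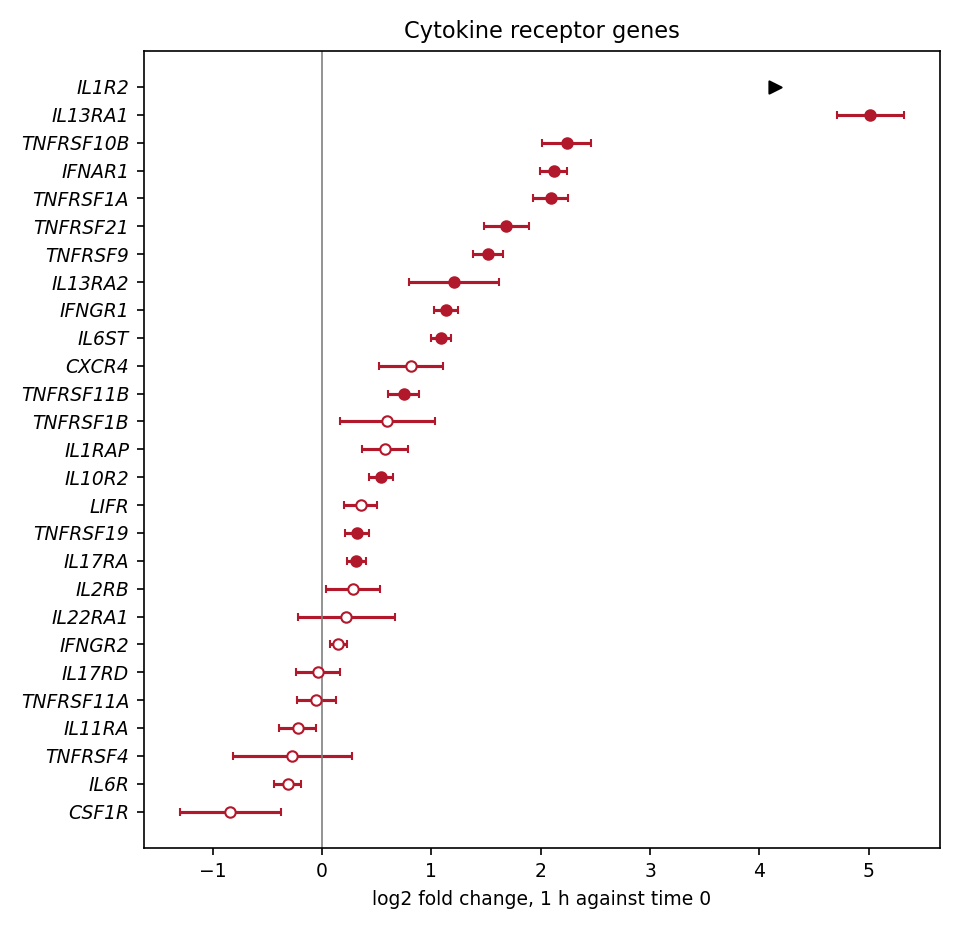
Log2 fold change between 1 h and time 0 of the 27 cytokine receptor genes tested, with error bars giving the standard error from edgeR's fit over 3 libraries per time point, filled circles marking an adjusted p under 0.05 and open circles the others. The triangle marks the lower bound of IL1R2, which had 0 counts at time 0, and CXCR4 and IL1RAP are open circles at 0.81 and 0.58.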

The interactomes are shown individually for the cytokines and cytokine receptors (Figure 9A,B) that were significantly induced at 1 h post lens wounding, as well as the interactions between these cytokines and cytokine receptors (Figure 9C, cytokines highlighted with a green outline).

## 4. Discussion

In this study, we reveal the early changes in the transcriptome as related to the lens immune response to injury, comparing time 0 to 1 h post cataract surgery wounding. An important aspect of these studies is that this RNA-seq analysis was performed with lenses on which the cataract surgery wounding was performed ex vivo, after their removal from the eye. This approach made it possible to: (1) reveal changes in the immune response intrinsic to the lens itself in the absence of influence by other eye tissues and (2) identify changes in transcripts that are specifically induced in resident immune cells of the lens following cataract surgery wounding in the absence of contributions from immune cells recruited from regions of the eye outside of this tissue. Overall, our findings establish the lens’s ability to elicit a controlled immune response to insult. We provide evidence of changes in the transcriptome that support an activated molecular signature of the lens resident immune cells, as well as changes in cytokine, cytokine receptor, and transcription factor gene expression that imply the ability of the cells of the injured lens, both resident immune cell populations and the wounded lens epithelium, to modulate the extent of the lens immune response to wounding. 

Comparison of RNA-seq analysis performed on ex vivo wounded lens tissue at 1 h post injury to that at the time of wounding (T0) revealed the induction of a molecular signature of activated Antigen Presenting Cells by the lens resident immune cells. Principal among the differentially expressed genes was *CD83*, a membrane bound member of the immunoglobulin superfamily that is expressed on the surface of activated APCs, including dendritic immune cells [62]. The induction of *CD83* at 1 h post lens wounding provides strong evidence that the lens resident immune cells, immune cells with a dendritic morphology [5], are APCs. Two other molecules associated with immune cells, the cell surface adhesion receptor *CD44* [44] and *S100A4*, a mediator of macrophage recruitment and chemotaxis [46], were also significantly upregulated in response to the wounding of the lens ex vivo. Immunolocalization studies confirmed that these molecules were expressed exclusively by the lens resident immune cells, both by the resident immune cells that had migrated to the wound edge and those that had remained in niches interdigitated among the lens epithelial cells. The function of these wound-activated lens resident immune cells is informed by the induction of two common immune cell receptors, Toll-like receptor 4 (*TLR4*), which plays a role in the production of inflammatory cytokines [45], and interferon γ receptor 1 (*IFNGR1*), a component of the interferon gamma receptor IFNGR expressed by macrophages whose ligand binding induces JAK/STAT signaling [48,63]. These findings reveal unique properties associated with the resident immune cell functional response to lens wounding.

Studies with in vivo mouse models, including mutations that result in lens dysgenesis [4,8,10] and cataract surgery wounding [9], show that immune cells, including macrophages and neutrophils, are recruited to lens dysgenic/wound sites from other regions of the eye. However, they did not address the specific response of the lens-associated resident immune cells, including their role in orchestrating the recruitment of immune cells to the lens and modulating the functional outcome of the lens to insult. Previous RNA-seq analyses showed the induction of immediate early transcription factors, including Egr1 and FosB, in addition to pro-inflammatory cytokines, at 6 h after ex vivo mouse cataract surgery, and that Egr1 and FosB were also induced within 6 h of lens epithelial wounding performed ex vivo [27]. In the mouse cataract surgery model, it was also found that, by 24 h post surgery, genes associated with the innate immune response are induced [9]. Our RNAseq study of genes induced in response to lens wounding was conducted at an earlier time post wounding, just 1 h following chick lens cataract surgery performed ex vivo following isolating the lenses from the eye. This approach made it possible to focus on the response of the injured epithelium and its associated resident immune cells in the absence of any immune contribution from outside of the lens. In this reductionist lens wounding model, we found that the immediate early transcription factors were induced within 1 h of injury, including the transcription factors Egr1 and FosB (Supplemental File S1), which had been previously reported for the mouse model at 6 h post cataract surgery [27]. Also, consistent with studies performed at later times post lens wounding, we found that pro-inflammatory cytokine genes are induced within 1 h post lens wounding, which at this early time included the chemokine *CCL4*, also known as macrophage inflammatory protein. 

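EGR1 (ENSGALG00000007669, chromosome 13 from 18949948 to 18952753) had 21, 122 and 28 counts in the time 0 libraries and 17224, 29824 and 32361 counts at 1 h. Its log2 fold change was 8.74 (standard error 0.68, adjusted p = 0.000849 in the edgeR test), and it was 9.91 without time 0 replicate 2, the highest of the time 0 libraries. FOSB (ENSGALG00000041280, chromosome 32 from 549342 to 554130) had 0, 3 and 1 counts at time 0 and 5414, 11334 and 13324 counts at 1 h, at least 3033-fold higher (adjusted p = 0.000143 in the edgeR test).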

*CCL4* functions as a chemoattractant that attracts immune cells and induces their migration from the vasculature to peripheral tissues [64]. Our findings also showed a significant increase in the expression of many cytokine receptors. These included interleukin receptors, the *CXCR4* chemokine receptor, and multiple members of the tumor necrosis factor receptor superfamily, some of which function as death receptors. The cytokines and cytokine receptors that we found were upregulated in the wounded lens tissue included ones with pro-inflammatory functions and others that function in the regulation of the immune response. These findings reveal a complex regulation of cytokine/cytokine receptor expression at the transcriptome level following lens wounding. An important area for future research will be determining whether these cytokines are produced by the wounded lens epithelial cells and/or the lens resident immune cells, and the cell-specificity of cytokine receptor expression. Such information will be required to decipher the coordinate function of these cells in modulating the outcome of lens injury. 

Our RNAseq findings revealed that members of three distinct transcription factor families with links to the immune response were among the earliest responders to lens wounding. Their expression could be induced in cells of the wounded lens epithelium and/or the activated resident immune cells. The transcription factors induced in response to lens wounding included members of the *SOCS*, *IRF*, and *STAT* families. Interestingly, their known functions include both the induction and suppression of cytokines, as well as roles in the differentiation of immune cells, including of macrophages and dendritic cells. While further studies are needed to determine the specific function of any of these induced transcription factors, it is tempting to speculate that the response to lens wounding includes the ability to induce an immune response, as well as to regulate the extent of that response. For example, both the interferon regulatory transcription factors *IRF1* and *IRF2* are induced within 1 h of lens wounding. *IRF1* is induced by type 1 IFNs to promote inflammation, while *IRF2* is a competitive inhibitor of IRF1, driving an interferon suppressive program [65] and able to inhibit pro-inflammatory responses in macrophages [66]. This type of balancing act would be considered very important in the context of an organ like the eye, where maintaining/restoring homeostasis is key to preserving clear vision.

The results of these RNA-seq studies have provided the first evidence of the early activation of lens resident immune cells to wounding, and support the conclusion that the response of the lens to wounding is one that is carefully regulated, allowing the activation of an immune response while simultaneously providing factors that regulate this response and prevent it from resulting in damage to the eye.

## Figures and Tables

**Figure 1:**
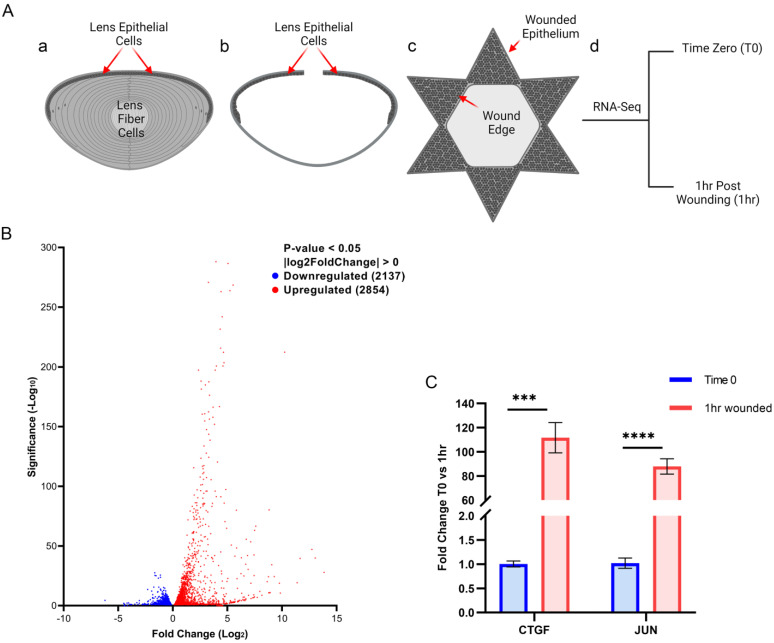
RNA-Seq analysis of ex vivo cataract surgery wounded lenses at 1 h post wounding vs. time zero. (**A**) Diagram of cataract surgery wounding of E14 chick lenses; (**Aa**) model of the chick embryo lens, including the lens epithelium, the lens fiber cells, and the capsule surrounding the lens; (**Ab**) model of the lens after ex vivo cataract surgery wounding removes the fiber cells mass; the wounded lens epithelium and its associated resident immune cells remain linked to the matrix capsule surrounding the lens; (**Ac**) model of wounded lens explants cultured for 1 h post cataract surgery; (**Ad**) explants were collected for RNA-Seq analysis at time zero (T0) and at 1 h post wounding. (**B**) A volcano plot showing the distribution of downregulated (blue) and upregulated (red) genes at 1 h post wounding compared to T0 with a *p*-value < 0.05 and log2FoldChange > 0, plotted as Log2fold change vs Significance (−Log10). (**C**) Increased expression of CTGF and JUN at 1 h post injury as determined by qRT-PCR analysis. Error bars represent S.E.M., *** *p* ≤ 0.001, **** *p* ≤ 0.00001.

**Figure 2:**
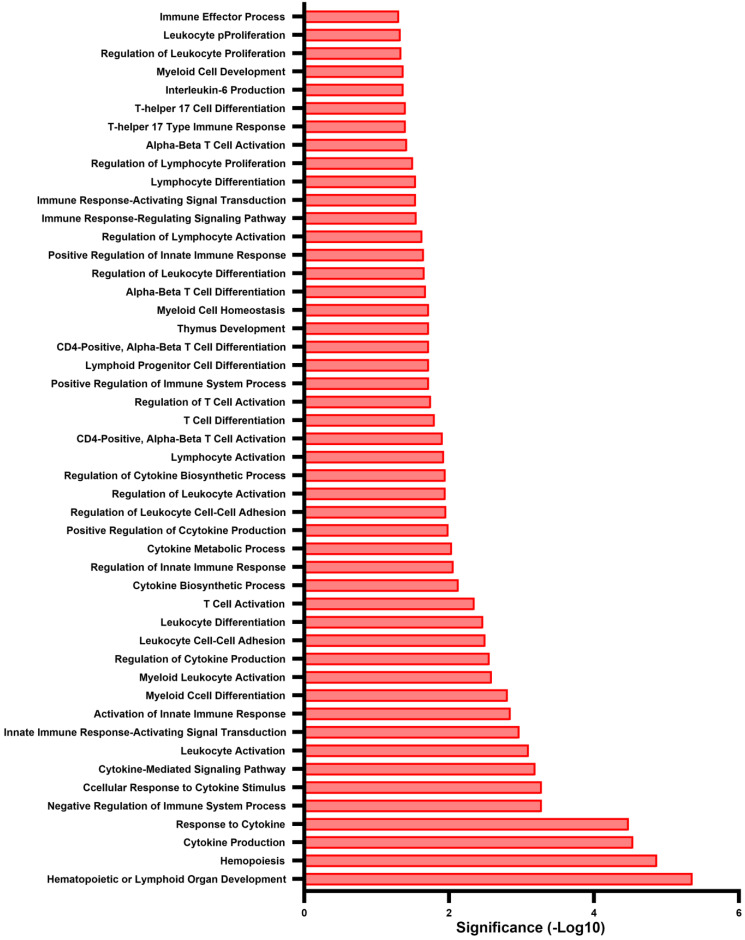
GO pathways induced at 1 h post lens wounding. Forty-eight immune-linked gene ontology (GO) biological processes induced at 1 h post lens wounding, graphed based on their significance (−Log10) values.

**Figure 3:**
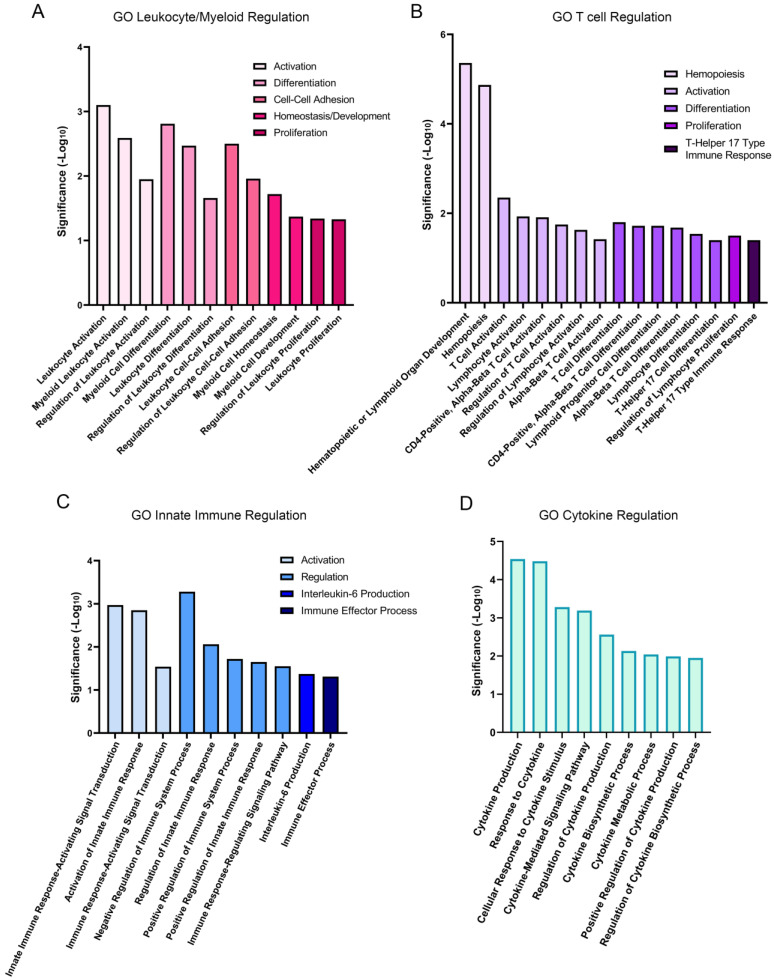
Immune-pathway-linked gene ontology groups. Immune-linked GO processes are presented in four distinct groupings, including (**A**) leukocyte/myeloid regulation, (**B**) T cell regulation, (**C**) innate immune regulation, and (**D**) cytokine regulation, and graphed based on significance (-Log10) of the functional subgroups.

**Figure 4:**
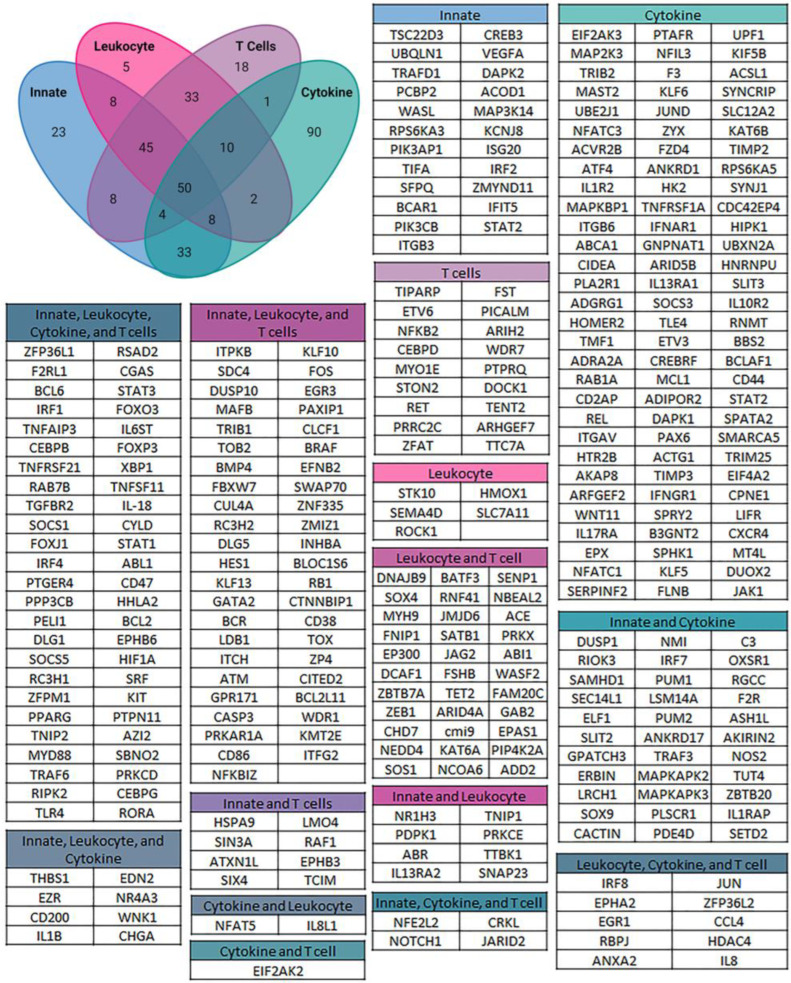
Unique and shared genes between the 4 immune GO groups. The Venn diagram illustrates the number of upregulated genes that are unique and shared between each group, with a total of 338 genes identified. These genes were then listed in different groups according to the GO groups they are associated with and color coded to match the Venn diagram. For each of the 4 immune pathway GO groups, there were unique genes, 23 associated with the innate immune regulation group, 5 associated with the leukocyte/myeloid regulation group, 18 associated with the T cell regulation group, and 90 associated with the cytokine regulation group. Various number of genes were shared between each of these four groups, with 50 genes associated with all four groups.

**Figure 5:**
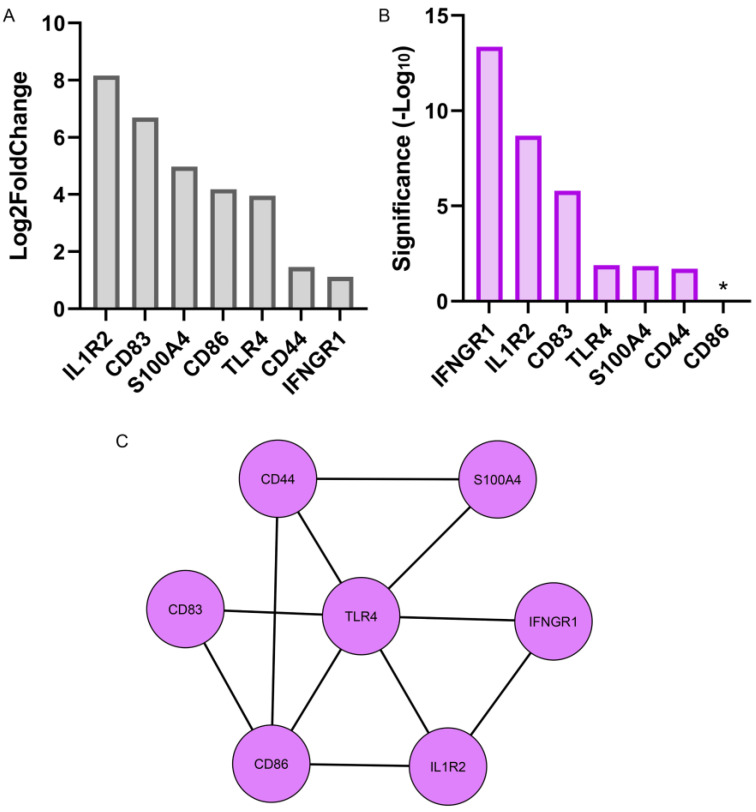
Molecular signature of activated resident immune cells at 1 h post lens wounding. (**A**) Graphical representation of the log2fold change and (**B**) significance (−Log10) for 7 genes induced at 1 h post wounding associated with the activation of resident immune cells including *CD83, CD86, TLR4*, *CD44*, *S100A4*, *IL1R2*, and *IFNGR1*. * *p*-value = 0.03; (**C**) Cytoscape analysis showing the interactome of these 7 molecules.

**Figure 6:**
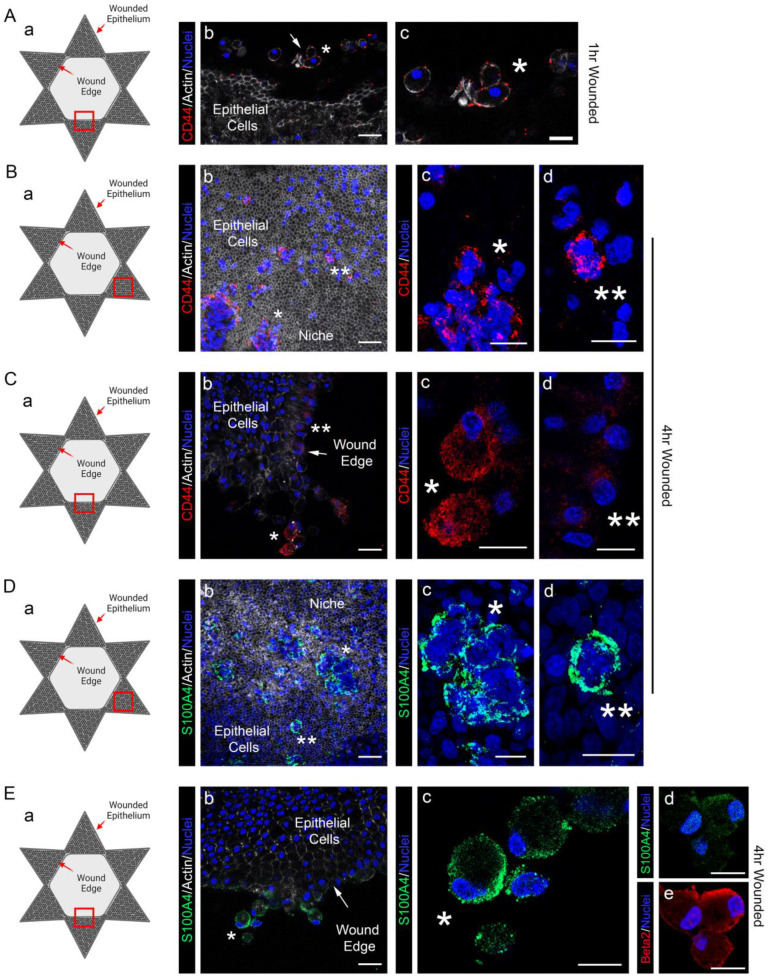
CD44 and S100A4 are specifically localized to the resident immune cells of the lens post cataract surgery wounding. (**A**–**E**) Confocal microscopy images of wounded lens explants at (**A**) 1 h and (**B**–**E**) 4 h post wounding immunolabeled for the resident immune cell proteins (**A**–**C**) CD44 (red) or (**D**,**E**) S100A4 (green), each also labeled for nuclei with DAPI (blue). (**Ab**,**c**,**Bb**,**Cb**,**Db**,**Eb**) were co-labeled for F-actin (white). In (**Ed**,**e**) explants were co-immunolabeled for S100A4 (green) and β2 integrin/CD18 (red). Images were acquired with a Zeiss 800LSM confocal, and 40× Z-stacks collected of resident immune cells at the wound edge (**A**,**C**,**E**, arrows) and of niches of resident immune cells among the lens epithelium (**B**,**D**). (**Aa**,**Ba**,**Ca**,**Da**,**Ea**) diagram the wounded explants illustrate the site at which each image was acquired. (**Ab**,**Bb**,**Cb**,**Db**,**Eb**) are low magnification overviews, mag bar = 20 µm, with asterisks (* and **) denoting the regions from which the higher magnification images in (**Ac**,**Bc**,**d**,**Cc**,**d**,**Dc**,**d**,**Ec**–**e**) were acquired, mag bar = 10 µm. Images in (**Ab**,**c**,**Cb**–**d**,**Db**–**d**,**Eb**–**e**) are single optical planes; (**Bb**–**d**,**Db**–**d**) are projection images.

**Figure 7:**
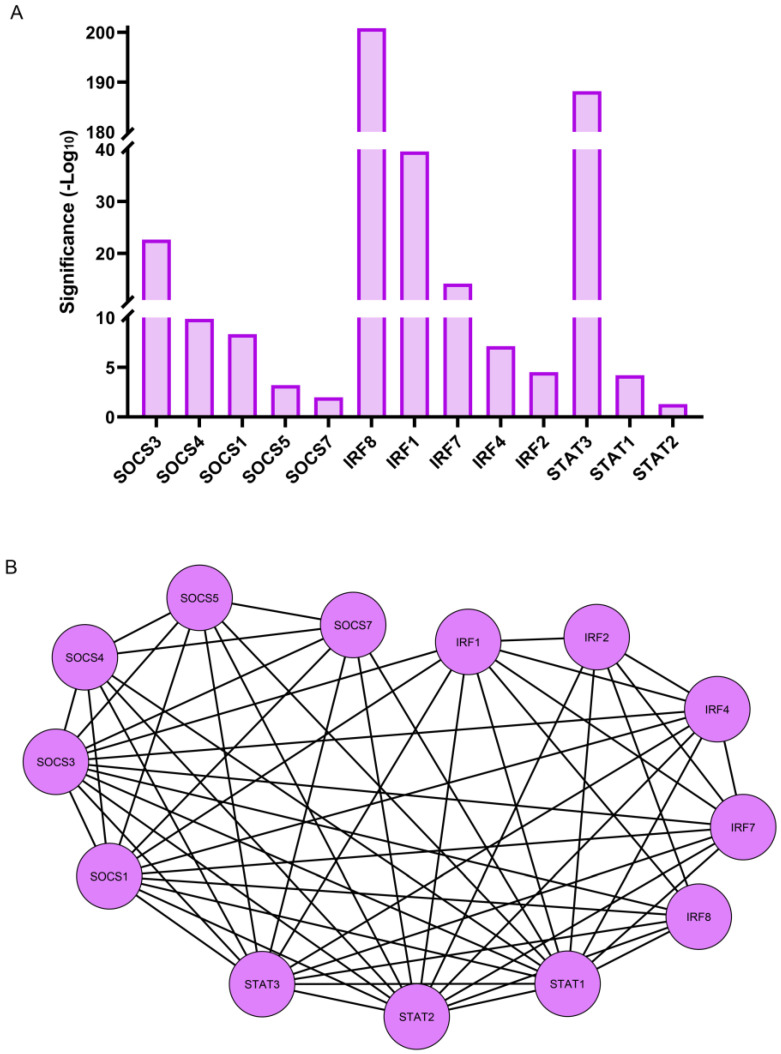
Differentially expressed transcription factor genes induced at 1 h post lens wounding. (**A**) Graphical representation of the transcription factors genes that were significantly upregulated between time 0 and 1 h post lens wounding. These include members of three distinct transcription factor families and included *SOCS1/3/4/5/7*, *IRF1/2/4/7/8*, and *STAT1/2/3*. Significance is based on (−Log10). (**B**) Cytoscape analysis demonstrates the interactome of these 13 transcription factors, with 58 interactions identified.

**Figure 8:**
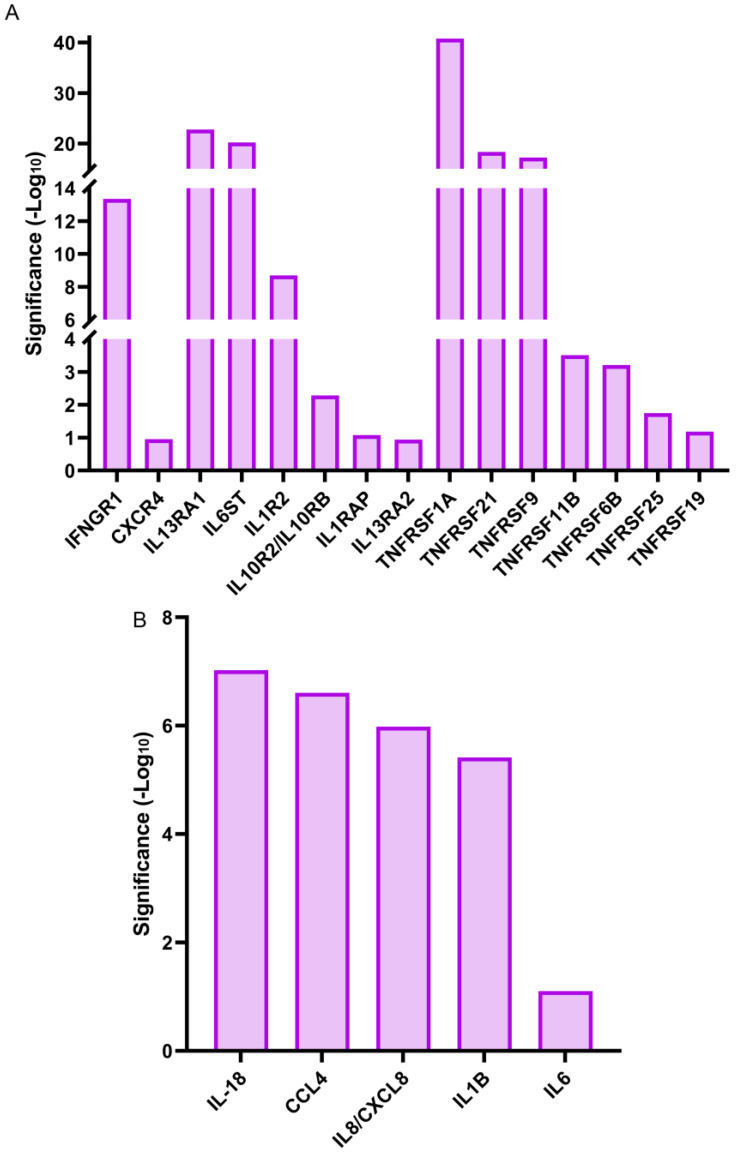
Induction of cytokine receptors and cytokines genes at 1 h post lens wounding. Graphical representation of the (**A**) cytokine receptors and (**B**) cytokines whose gene expression was significantly upregulated between time 0 and 1 h post lens wounding. Gene expression of 15 cytokine receptors were induced including the interleukins (ILs) *IL1R2*, *IL10R2/IL10RB*, *IL13RA1/2*, *IL1RAP*, *IL6ST*, *CXCR4*, *IFNGR1*, and tumor necrosis factors (TNFs) *TNFRSF11B*, *TNFRSF19*, *TNFRSF1A*, *TNFRSF21*, *TNFRSF25*, *TNFRSF6B*, and *TNFRSF9*. Six cytokine genes were induced, including *IL6*, *IL8/CXCL8*, *IL18*, *IL1B*, and *CCL4*. Significance is based on (−Log10).

**Figure 9:**
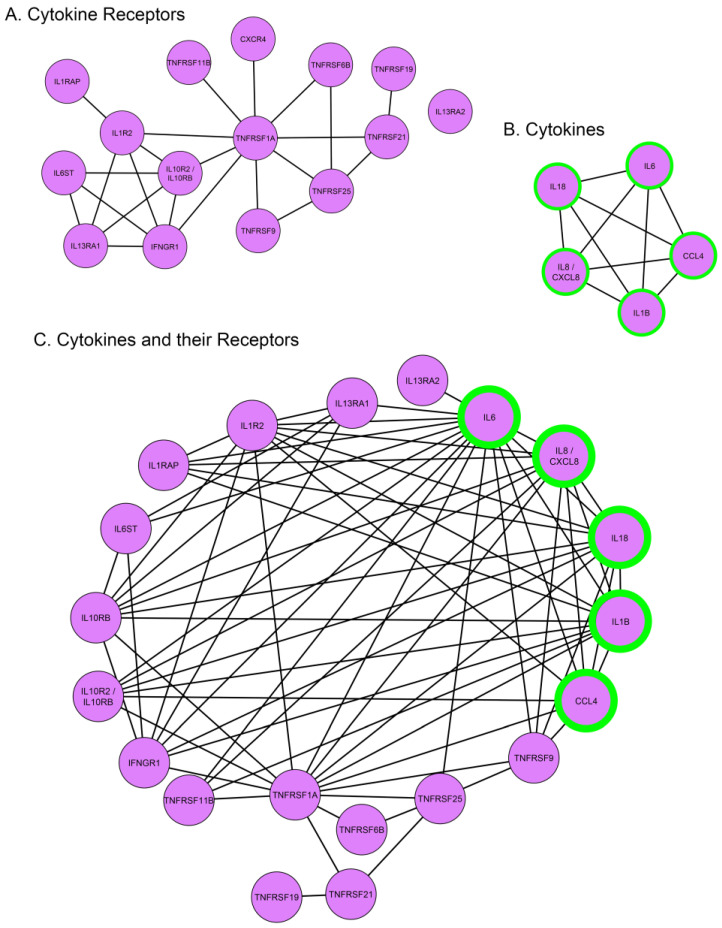
Cytokine/cytokine receptor interactomes at 1 h post lens wounding. The interactions of induced (**A**) cytokine receptors, (**B**) cytokines, and (**C**) cytokines, together with cytokine receptors created with Cytoscape analysis, showed there are 23 interactions among the 14 of the induced cytokine receptors, with none for *IL13RA2*, 10 interactions among the 6 cytokine genes, and 70 interactions when cytokines and cytokine receptors are analyzed together. The Cytoscape analysis for cytokines and cytokine receptors shows an interaction between *IL13RA2* and *IL6*. The cytokine genes are shown with a green edge to easily distinguish them from the cytokine receptors in the Cytoscape analysis shown in (**C**).

**Table 1:** Top 50 differentially expressed genes (DEGs). The top 50 DEGs, shown in order of their significance (−Log10). For the top 8 induced messenger RNAs * represents a significance (−Log10) with a padj greater than the highest padj reported of 7.67E-289, and listed in the analytics as 0.

DEGs		Significance (-Log10)	DEGs		Significance (-Log10)
1	CTGF	*	26	SNRK	187.5951835
2	JUN	*	27	CBX4	185.0514131
3	BTG2	*	28	BHLHE40	181.4359902
4	GADD45B	*	29	ANGPTL4	176.3661648
5	CISH	*	30	LONRF3	166.8524546
6	NFIL3	*	31	NET1	166.375484
7	MYC	*	32	MSX1	162.4118963
8	CREM	*	33	EIF2AK3	160.8609588
9	F3	288.1154735	34	MAFK	157.9399122
10	KLF6	286.5836756	35	VCL	156.3186263
11	TGIF1	270.8078907	36	EPHA2	154.7870455
12	FOSL2	268.5125469	37	EDN2	152.0153907
13	PCDH9	263.8520327	38	SRF	147.5372354
14	ERRFI1	263.0684018	39	PLK3	143.6585299
15	ARID5A	241.9775771	40	POLE	138.7371147
16	DUSP8	231.57357	41	MAP3K14	133.8617124
17	MAFF	215.6329808	42	IER5	127.8269684
18	ATF3	212.2826148	43	BACH1	124.3708318
19	MAPKKK3L	212.1738763	44	ZFP36L1	123.5899623
20	PIM1	203.6009763	45	SERTAD2	120.4135481
21	LONRF1	200.8374542	46	ITPKB	117.3457473
22	IRF8	200.8362272	47	KLF11	116.8070514
23	BTG1	197.4431125	48	THBS1	115.5955296
24	PIM3	197.4431125	49	PISD	114.842178
25	STAT3	188.1798597	50	SGMS2	111.7124197

## Data Availability

The RNA-sequencing data have been deposited at the Gene Expression Omnibus (GEO) and are publicly available as of the date of publication. The accession number is GSE239368.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13111615/s1, Excel file: Onehour vs. T0 deg.

How the deposited data were processed for this re-analysis (not part of the article)

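RNA was sequenced from wounded chick lens explants in 3 libraries at time 0 and 3 at 1 h post wounding, each from 6 pooled explants of embryonic day 14. The authors deposited 1 table of 17262 genes. It holds their raw read counts per gene and library, the same counts divided by 1 size factor per library (a normalized signal, by the authors), their log2 fold changes, and their p-values with adjusted p-values. It also lists gene lengths and coordinates. The paper's text names no aligner, counting program, genome build or program for the differential test, so coordinates are given as the authors' table lists them. The 6 columns of FPKM values were not used here, and the authors' comparison columns are printed only where they are named as the authors' deposited table. A table of gene names was not needed, because symbols were taken from the authors' table, in which 5219 genes have none.

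All values were computed from the raw counts as deposited, with R 4.3.3, edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as an alternative. Genes were filtered with filterByExpr on the time points (12391 of 17262 genes), scaled with TMM, and tested with glmQLFit (robust) and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. DESeq2 was run on all genes with its own filtering. Gene sets were tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Limma's fry, used as an alternative, does not compare a set with the other genes. The sets were the SOCS, IRF and STAT families, cytokines and cytokine receptors by rules on symbols, and lists of markers of resident immune cells, lens fiber cells, lens epithelium, blood cells and pigmented ciliary epithelium, of serum response genes and of heat shock genes. The rules and lists were written before the data were examined.

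Libraries held between 13733581 and 17673955 counts, and the 20 most abundant genes took between 23.7% and 29.5% of them. Within a time point every pair of replicates differed by far more than sampling noise, with a chi-square per degree of freedom between 7.74 and 14.1 over genes, so all 6 libraries were kept as separate replicates. A count of 3 was used as the floor.

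The genes named are those the paper names as measured in this experiment and, by a rule, the 5 largest fitted increases and 5 largest fitted decreases among significant genes with a symbol, a mean log2 CPM of at least 3 and no overlap between the libraries of the time points. Other genes are named where a count is small, after their values were seen. The alternatives were other tests, scalings and filters, an unadjusted p, a fold change minimum, non-robust dispersions, a replicate block, a gene length correction and leaving out each library. The gene length correction removes a loess trend of each library on log2 gene length through offsets. Because that trend also carries the mean level of each library, the correction shifted the scaling, and a centred form that keeps the TMM scaling was added after this was seen.

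The steps were tested on simulated counts with known changes in 196 of 12290 genes. The edgeR test recovered 179 of them (91.3%) with 15 false calls, and DESeq2 recovered 177 with 24 false calls. Of 200 simulated sets of unchanged genes, camera called 4 at a p under 0.05. The simulated genes varied independently, so this does not test the preset correlation. Far fewer genes were changed than in the data, with increases and decreases drawn alike. The simulation therefore does not test the scaling under an uneven split of higher and lower genes. GO enrichment, the interactomes, qRT-PCR and immunolocalization were not analysed here. The results of some genes are not reported here. The authors' supplementary list of genes was held only in part and was not used here.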

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

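The tests in this part were chosen after the results were seen, except that of blood cells as the source of the difference between the time points.

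The paper does not discuss small nucleolar RNA (snoRNA) genes. Of 30 snoRNA genes with enough reads for the test, 13 were significantly higher at 1 h and none was significantly lower in edgeR's quasi-likelihood test, against 19.9% of protein-coding genes higher (Fisher's exact test, two-sided, p = 0.00424). Of the 30, 27 had a positive log2 fold change, and those of the 13 lay between 1.25 and 2.67. Their counts were low, with at most 99 in a library. They drew attention as a signal above the time 0 level in genes the paper leaves aside. A rise of the overlapping host gene as a whole is argued against as the source. Of the 13, 10 lie inside a gene that was not significantly higher (8) or inside none (2). The median log2 fold change of the hosts was 0.23 against 1.67. Reads of unspliced host RNA are not excluded by this, because a host's count does not separate them from reads of its spliced RNA. The scaling is argued against as well, because 12 of the 30 were higher with upper-quartile normalization and 12 with library totals, and 9 were higher with the gene length correction (11 in its centred form). DESeq2's Wald test called 7, as did the replicate block and gene length correction together. With a library left out the number was between 7 and 10, at 7 without time 0 replicate 1 or 1 h replicate 1 and at 8 without 1 h replicate 3. Fisher's exact test was run on the count of 13 only. At 7 of 30 an excess over the 19.9% of protein-coding genes is not shown, so the excess depends on the processing and on single libraries. At an unadjusted p under 0.05, 17 were higher and 0 lower. A candidate explanation that stays open is unspliced or otherwise unprocessed RNA in the 1 h libraries, which counts per gene cannot separate, and a biological response to wounding or to culture is untested.

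Hemoglobin genes were counted 446 times in 1 h replicate 1, against 54, 67 and 48 times in the time 0 libraries and 4 and 3 times in 1 h replicates 2 and 3. They are a signal in genes the paper does not analyse, well above the time 0 level. Blood cells left on some explants may be the source, and the paper describes the lens as avascular, so this would be carry-over from dissection. As a source of the difference between the time points, blood cells are argued against by the size of the signal, at most 446 of 15386104 counts, and by its direction, which differs between the 1 h libraries. They are also argued against as the source of the immune activation genes. A group of 10 low genes (CD83, CD86, TLR4, S100A4, IL1R2, IL8, IL8L1, IL1B, CCL4 and IL6) summed to 219 counts in 1 h replicate 3, which had 3 hemoglobin counts, and to 197 in 1 h replicate 2, against 9, 3 and 2 counts in the time 0 libraries. Their sum was highest in 1 h replicate 1, at 311 counts, and whether blood cells added to that library cannot be judged from 1 library.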

How the results depend on the processing

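The alternatives were set before the data were examined, except for 2, a centred gene length correction and DESeq2's Wald test at an unadjusted p, which were chosen after seeing the data.

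The number of significant genes, 3938, lay between 3078 and 3728 across the 6 fits that each left out one library, was 3653 with DESeq2's Wald test and 4096 without a filter, and fell to 896 when an absolute log2 fold change of at least 1 was required. That requirement, by its construction, also left 800 of the 2450 higher genes, 96 of the 1488 lower genes and 143 of the 299 genes of Figure 4. The number of lower genes depended on the scaling. It was 3400 with upper-quartile normalization, 3414 with the gene length correction, 3180 with the replicate block and gene length correction together, and 2301 at an unadjusted p. Upper-quartile normalization shifted the median log2 fold change of all genes tested to -0.14 and the gene length correction to -0.15, against -0.01 with TMM, and the share of significant genes that were higher fell from 62.2% to 35.9% and 33.8%. With the centred correction, which leaves the scaling in place, the median was -0.0022 and 2322 genes were higher and 1435 lower, so the change under the gene length correction came with the shift of the median. For upper-quartile normalization the cause was not tested. The number of higher genes lay between 1965 and 2300 and that of lower genes between 1035 and 1432 across the fits that left out one library. Without a filter and at 10 counts in every library, 306 and 261 genes of Figure 4 were higher.

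The SOCS, IRF and STAT families, the cytokines and the cytokine receptors were higher as sets under every alternative run for them (fry, camera with an estimated correlation, library totals, replicate block, and each library left out), with p up to 0.00391, 0.0460 and 0.00847 in limma's tests. The limits stated for the set tests of the families and of the cytokines hold under these alternatives too. The resident immune cell markers were not significant under any of them, with p from 0.428 to 0.979, against 0.551 with camera at the preset correlation.

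Replicate numbers were shared by the time points, but libraries with the same number did not deviate together (correlations of -0.08, 0.00 and -0.04 across genes), so the numbers do not pair the samples. With the replicate number as a block, 3730 genes were significant, 2385 higher and 1345 lower.

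Over the 46 named genes that were tested and their alternatives, 837 of 905 values kept their direction and their side of the threshold, 53 lost significance, 13 gained it and 2 reversed, in 18 genes. Both reversed values are those of JAK1, whose log2 fold change of 0.18 was -0.027 with the gene length correction and -0.027 with the replicate block and gene length correction together. In its centred form the correction gave 0.12. Low counts limit CD86, TLR4, S100A4, IL6, TNFRSF25 and TNFRSF6B, which the filter removes and for which lower bounds or counts are given, next to p-values of fits without that filter. These 6 have no direction or threshold to compare in the edgeR test, and the mean of IL6 at 1 h fell from 0.850 to 0.393 CPM without 1 h replicate 1.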

Differences from the paper's values

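For IRF8 the paper's −log10 adjusted p in Table 1 is 200.8362272, and the value here was 7.61 from edgeR's quasi-likelihood test. For STAT3 the paper's value is 188.1798597 and the value here was 9.25. Of the alternatives set before the data were examined, DESeq2's Wald test alone reached the paper's values. The others did not, with values between 5.30 and 9.94 for IRF8 and between 7.03 and 16.0 for STAT3. Over the 42 genes of Table 1 that have a number, the edgeR values lay between 5.11 and 10.2 and those of DESeq2's Wald test between 111.7 and 288.1. Table 1 is ranked by significance, and 35 of its 50 genes were among the first 50 of the edgeR ranking, against 50 with DESeq2's Wald test.

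The paper's methods base differential expression on the adjusted p, and the legend of Figure 1B gives a p-value. The paper counts 4991 differentially expressed genes, 2854 upregulated and 2137 downregulated, and the edgeR test gave 3938, 2450 and 1488 by adjusted p. In the authors' deposited table 4991 genes have an unadjusted p under 0.05, 2854 of them with a positive fold change, and 3653 have an adjusted p under 0.05, 2281 of them with a positive fold change. DESeq2's Wald test at an unadjusted p, an alternative chosen after seeing the values, gave 4991, 2854 and 2137 genes. All 337 distinct genes of Figure 4 were higher under that alternative, against 299 with the edgeR test, and 49 of them have an adjusted p of 0.05 or more in the authors' deposited table.

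The paper names JAK1, CXCR4 and IL1RAP among the induced genes, and here their adjusted p was 0.0550, 0.0517 and 0.0564 in the edgeR test. All 3 were significant at an unadjusted p, in edgeR and in DESeq2, the latter chosen after seeing the values. CXCR4 was also significant with at least 10 counts in every library, without time 0 replicate 3, and with the centred gene length correction, which was chosen after seeing the values. IL1RAP was also significant without time 0 replicate 3 and without 1 h replicate 2. CD38, which Figure 4 lists as induced and the text describes as similar at both times, had an adjusted p of 0.0709 and was significant at an unadjusted p, in edgeR and, in the alternative chosen after seeing the values, in DESeq2. The authors' deposited table gives adjusted p-values of 0.139, 0.111 and 0.0838 for JAK1, CXCR4 and IL1RAP, and 0.115, 0.0653 and 0.0786 for IL13RA2, TNFRSF19 and IL6, which the paper also names as induced. IL6 had too few reads for the edgeR test after the filter. Without the filter its adjusted p was 0.0669 and its unadjusted p 0.0173. CD86, TLR4, S100A4, TNFRSF25 and TNFRSF6B, which the paper names as induced, were not tested after the filter. In the edgeR fit without a filter all 5 were significant, with adjusted p-values of 0.0432, 0.00387, 0.00946, 0.00674 and 0.000942. DESeq2's Wald test called TLR4, S100A4, TNFRSF25 and TNFRSF6B as well, and DESeq2 at an unadjusted p, chosen after seeing the values, called CD86 and IL6 too. For CD86, Figure 5 gives a p-value, and the authors' deposited table has an unadjusted p of 0.0310 and an adjusted p of 1. DESeq2's Wald test gave CD86, CCL17 and IL10 no adjusted p, and the authors' deposited table has the same entry for all of them. That entry is therefore not read here as the result of a test.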

Other observations

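The tests of chromosomes W and Z, of RNA carried over into time 0 replicate 2 and of mitochondrial genes were chosen after the result was seen. So were the ratio and lower bounds used for the share of immune cells. The others in this part were set before the data were examined.

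Of the 10 splits of the 6 libraries into 3 and 3, only that by time point gave 3938 significant genes or more (1 of 10), and the others gave 0, with 101 to 315 genes at an unadjusted p under 0.05. With 10 splits the share of splits as large cannot fall below 1 in 10, so this count of splits decides nothing by itself. Pigmented cells carried over from the ciliary epithelium are argued against as the source of the difference, since the 11 pigment genes found summed to at most 667 counts in a library, with 483 to 667 at time 0 and 582 to 608 at 1 h, and 0 of the 5 tested was significant, adjusted or not. Whether the share of male and female embryos differed between the pools is not decided. On chromosome W, 1 of the 35 genes tested was significant. The share of CPM on that chromosome overlapped between the time points (0.071% to 0.111% at time 0 and 0.041% to 0.0994% at 1 h). But the median log2 fold change was -0.161 on chromosome W and 0.129 on chromosome Z, the directions that more male embryos at 1 h would give. On chromosome Z, 133 of 559 genes tested were higher and 20 lower. Its share of CPM was 1.99% to 2.39% at time 0 and 2.30% to 2.83% at 1 h, which also overlapped. Longer genes rose more (Spearman correlation of 0.22 across 12391 genes, which are not independent), with 32.7% of the 2478 longest genes higher against 10.5% of the 2479 shortest. Gene length bias is argued against as the whole source of the calls, because 3223 of the 3938 significant genes were also significant with the gene length correction.

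A larger share of immune cells in the 1 h explants is argued against as the source of the rise of CD83, IL1R2 and TLR4. The 20 general immune cell markers other than ARHGDIB, which was abundant, summed to 7.86 to 11.4 CPM at time 0 and to 8.81 to 12.2 CPM at 1 h, so that the highest 1 h library had 1.55 times the sum of the lowest time 0 library. CD83, IL1R2 and TLR4 were at least 12.5-fold, 17.7-fold and 3.49-fold higher. For CD86, with a lower bound of 1.12-fold, and for S100A4, whose lower bound of 1.96-fold was 1.499-fold without 1 h replicate 1, the ratio excludes nothing. The sums rest on 120 to 187 counts per library. A change within the immune cells, and expression by other cells of the explant, stay open.

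All 18 lens fiber genes tested had a negative log2 fold change under each scaling, and 14 were significantly lower, 12 to 14 with a library left out. The number was 18 with upper-quartile normalization and 17 with the gene length correction, which both shifted all genes downward, and 13 with the centred correction. With TMM the median of the 18 genes was -0.59 (limma's camera at the preset correlation, p = 8.20e-08, fry, p = 0.000766, and an estimated correlation, p = 0.0364). The fall was uneven. With TMM it was 2.23 on the log2 scale for BFSP1 and 1.84 for CRYBB1. CRYAA, the most abundant of them, changed by -0.15 and ASL2 by -0.13, without significance except under scalings that shifted all genes downward. Fewer residual fiber cells in the 1 h explants may lower such genes, but this and a fall of their transcripts within the epithelium cannot be told apart with the 14 lower genes, because the share of each transcript that comes from the epithelium was not measured. HES5 and RASL11A, outside the list, also fell.

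FOS and EGR1 had 182 and 122 counts in time 0 replicate 2, against 39 and 34, and 21 and 28, in replicates 1 and 3. RNA of the 1 h libraries carried over into this library is argued against as the whole source. At the share these genes need (0.378%), 7 genes with 3 counts or fewer in time 0 replicates 1 and 3 and at least 500 in every 1 h library would give 104.1 counts, and 21 were observed. The same genes had 4 and 7 counts in time 0 replicates 1 and 3, so a smaller carry-over is not excluded. A longer interval before that sample was frozen could raise the earliest genes first, and the design gives no test of it.

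Serum response genes were higher as a set, with 14 of 17 significantly higher (limma's camera at the preset correlation, p = 2.75e-13, fry, p = 1.81e-07, and an estimated correlation, p = 0.00174). By the paper's methods the 1 h explants were wounded and cultured in medium with serum, so the design does not separate these. Of the heat shock genes 5 of 14 were higher and 1 lower, and of the lens epithelium genes 3 of 10 were higher and 1 lower, neither list being significant as a set with limma's camera at the preset correlation (p = 0.135 and 0.171), while both were with fry (p = 0.00871 and 0.00641). The blood and pigment lists were not significant as sets with camera at the preset correlation (p = 0.738 and 0.350), and 0 of the 3 blood genes tested was significant, adjusted or not. All 17 mitochondrial genes tested had a negative log2 fold change under each scaling and 10 were significantly lower (5 with the centred gene length correction), with a median of -0.50. That number fell to 2 without time 0 replicate 1, 3 without time 0 replicate 2 (where 15 of 17 were negative), 4 without 1 h replicate 3 and 5 without 1 h replicate 2, and rose to 14 without time 0 replicate 3, so it rests on single libraries. Mitochondrial genes made up 1.53% to 2.21% of CPM at time 0 and 1.11% to 1.55% at 1 h, so that the time points overlapped.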
